# Combination Treatment With Metformin and Tacrolimus Improves Systemic Immune Cellular Homeostasis by Modulating Treg and Th17 Imbalance

**DOI:** 10.3389/fimmu.2020.581728

**Published:** 2021-01-08

**Authors:** Soon Kyu Lee, Min-Jung Park, Joo Yeon Jhun, Jin-Ah Beak, Jeong Won Choi, Jae-Yoon Rye, Jeong Won Jang, Si Hyun Bae, Seung Kew Yoon, Ho Joong Choi, Young Kyoung You, Mi-La Cho, Jong Young Choi

**Keywords:** metformin, tacrolimus, regulatory T cell, Th17 cell, allogeneic response, GVHD, liver transplantation

## Abstract

We examined the effect of combination therapy with metformin and tacrolimus on immune parameters including T regulatory (Treg) and type 17 helper T (Th17) cells *in vitro* and *in vivo* in mice and in liver transplantation (LT) patients. T cell proliferation and subtypes after *in vitro* T cell activation or allogeneic stimulation were evaluated. RNA sequencing and microarray analysis were used to evaluate differences in gene expression. Metformin and tacrolimus were administered to mice with graft-versus-host disease (GVHD) and the effects *in vivo* were assessed. Five LT patients were treated with metformin and the changes in Treg and Th17 cells examined. Combination therapy decreased Type 1 helper T (Th1) and Th17 cells present after *in vitro* T cell activation, whereas genes associated with Treg were overexpressed. During *in vitro* allogeneic stimulation, combination therapy increased Treg cells and decreased T cell proliferation and pro-inflammatory markers. In mice with GVHD, combination treatment decreased the clinical and pathological severity of GVHD. In LT patients, addition of metformin increased the peripheral percentage of CD4+Treg and CD8+Treg cells and decreased CD4+Th17. Our study suggests that the addition of metformin to tacrolimus may improve immunological balance by increasing Treg cells and decreasing Th17 cells.

## Introduction

Tacrolimus, a calcineurin inhibitor (CNI), is one of the main immunosuppressive drugs used to prevent rejection after liver transplantation (LT) (1, 2). It has immunosuppressive effects by reducing interleukin-2 (IL-2) transcription, which results in inhibition of the proliferation of helper and cytotoxic T cells (2). However, a limitation of tacrolimus is that it also reduces the levels of CD4^+^CD25^+^FOXP3^+^ regulatory T (Treg) cells, which are crucial for maintaining tolerance (3). Indeed, in our previous study, the serial increase of Treg/type 17 helper T (Th17) ratio during tapering immunosuppressive drugs may indicate tolerance after LT (4).

Metformin is a well-known antidiabetic drug that also has anticancer effects by increasing CD8+T cells (5, 6). Moreover, metformin can modulate the immune response by activation of the energy sensor 5′-AMP-activated protein kinase (AMPK), and inhibition of mammalian target of rapamycin (mTOR) and signal transducer and activator of transcription 3 (STAT3) (7). As a result, metformin modulates the immune system by reducing type 17 helper T (Th17) cells and increasing the Treg population (7).

To compensate for the immune imbalance caused by tacrolimus, combinations of IL-2 therapy, mycophenolate mofetil (MMF), or mTOR inhibitors have been used in attempts to increase Treg cells (8–10). Considering the immune pathways modulated by metformin, the combination of metformin with tacrolimus may have beneficial immune effects by balancing Treg/Th17 cells. However, combination treatment with metformin and tacrolimus has not been studied in LT recipients.

In this study, we performed *in vitro* and *in vivo* analyses to examine the immune modulating effect of combination therapy with metformin and tacrolimus after T cell activation and in a mouse model of graft-versus-host disease (GVHD). Moreover, we also performed a preliminary evaluation of the effect of combination therapy on the balance of Treg/Th17 in LT patients.

## Methods and Materials

### Mice

Balb/c (B/c) and C57BL/6 (B6) mice, 8–10 weeks of age, were obtained from OrientBio (Sungnam, Korea) and were kept under specific-pathogen-free conditions in an animal facility. A HEPA filter system was used to exclude bacteria and viruses from the air in the facility. The protocols used in our study were approved by the Animal Care and Use Committee of the Catholic University of Korea (CUMC-2018-0036-05).

### Patients

LT patients with newly developed diabetes mellitus (DM) were recruited in Seoul St. Mary’s Hospital. The inclusion criteria were: more than 18 years old, patients being treated with CNIs including cyclosporine or tacrolimus, and patients who had received LT more than 3 years previously and had not experienced rejection. Five patients were included and evaluated for Th17 and Treg levels before and after 3 months of metformin treatment (1000 mg/day). This study was approved by the Institutional Review Board of the Catholic University of Korea (KC18EESI0363).

### Murine and Human T Cell Isolation and T Cell Activation

To purify mouse splenic or human peripheral blood CD4+T cells, splenocytes or peripheral blood mononuclear cells were incubated with CD4-coated magnetic beads and isolated using magnetic-activated cell sorting separation columns (Miltenyi Biotec, Bergisch Gladbach, Germany). Isolated CD4+T cells were activated by treatment with anti-CD3 (0.5 µg/ml), and soluble anti-CD28 (0.5 µg/ml) for 3 days in complete culture medium (RPMI 1640 supplemented with 10% [v/v] heat-inactivated fetal calf serum).

### Conditioning of Murine and Human Alloreactive T Cell Responses

Splenocytes derived from B6 mice were used as “stimulator” cells in the context of allorecognition. Cells from B/c mice were used as the “responder” cells in this assay. Splenocytes were harvested in ACK lysis buffer (0.15 M NH4CL, 10 mM KHCO_3_, and 0.1 mM EDTA; pH 7.2–7.4), washed, and resuspended in complete culture medium (RPMI 1640 supplemented with 10% [v/v] heat-inactivated fetal calf serum). Aliquots of 2 × 10^5^ CD4^+^T cells (responders) were cultured with 2 × 10^5^ irradiated (2,500 cGy) stimulators in 96-well plates containing 200 µl/well of complete medium, at 37°C in a humidified 5% (v/v) CO2/air atmosphere. To observe the human alloreactive T cell response, peripheral blood mononuclear cells (PBMCs) were isolated from two healthy volunteers were examined. Human responder CD4+T cell (2×10^5^) were irradiated with 5000 cGy and seeded with stimulator PBMCs (2×10^5^) into 96-well plates for 4 days.

Mouse and human alloreactive T cell proliferation was measured by tritiated thymidine (3[H]-TdR) uptake. The cells were pulsed with 1 µCi of (3[H]-TdR (NEN Life Science Products, Boston, MA, USA) 18 h before harvesting using an automated harvester (PHD Cell Harvester; Cambridge Technology, Cambridge, MA, USA) and counted in a β-counter (Packard TopCount NXT).

### GVHD Model

Recipient (B/c) mice were lethally irradiated with 700 cGy, then intravenously injected with donor (B6) bone marrow cells (5 × 10^6^) and splenocytes (5 × 10^6^) (to induce acute GVHD). All experiments were performed at least three times, with six mice per group. After the induction of GvHD, recipient mice were administered Met (50 mg/kg) and tacrolimus (10 mg/kg) every 2 days *via* intraperitoneal injection. Control GvHD mice were administered vehicle (dimethyl sulfoxide diluted in saline) *via* the same manner as the treatment group.

Survival after bone marrow transplant (BMT) was monitored daily and the extent of clinical GVHD assessed weekly using a scoring system that summed the changes in five clinical parameters: weight loss, posture, activity, fur texture, and skin integrity (11). Mice were euthanized on day 38 after BMT prior to blinded histopathology of GVHD target tissues (skin, liver, and the small and large intestines).

### Histological and Immunohistochemical Analyses

Mice were euthanized on day 38 after BMT and organs harvested, cryoembedded, and sectioned. Tissue specimens were fixed in 10% formalin buffer and embedded in paraffin. Sections (6 µm thick) were stained with hematoxylin and eosin and the histologic score was determined using an established scoring system (11). For immunohistochemistry staining, sections were stained with primary antibodies against interferon (IFN)-γ and IL-17 overnight at 4°C, followed by addition of a biotinylated secondary antibody and a streptavidin-peroxidase mixture for 1 h (ThermoFisher, San Diego, CA, USA). Color was developed by addition of 3,3-diaminobenzidine (Dako, Carpinteria, CA, USA).

### Flow Cytometry and Enzyme-Linked Immunosorbent Assays (ELISA)

Mononuclear cells were stained with various combinations of fluorescent antibodies against Foxp3, IFN-γ, CD4, CD8, CD25, and IL-17. Prior to intracellular staining, cells were restimulated for 4 h with phorbol myristate acetate (25 ng/ml) and ionomycin (250 ng/ml) in the presence of GolgiSTOP (BD Biosciences, San Diego, CA, USA). Intracellular staining was performed using a kit (eBioscience, Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s protocol. Flow cytometry was performed with the aid of a FACSCalibur instrument (BD Biosciences). The concentrations of IFN-γ and IL-17 in culture supernatants and serum were measured using a sandwich ELISA (Duoset; R&D Systems, Lille, France).

### RNA Sequencing Analysis, Microarray Data, and Kyoto Encyclopedia of Genes and Genomics (KEGG) Pathway

T cells were isolated from wild-type (WT) mice and treated in T cell activation conditions with or without metformin and tacrolimus. RNA sequencing analysis using next-generation sequencing was used to document the existence and amount of mRNA. Affymetrix microarrays HT_MG-430A were used to measure the resulting mRNA. Expression data was preprocessed using the range migration algorithm followed by quantile normalization. KEGG pathway was used to represent the molecular interaction and expression of gene pathway.

### Statistical Analysis

Values are presented as means ± standard deviation. Analyses of differences between groups were performed using unpaired Student’s *t*-test or Mann-Whitney *U* test and one-way analysis of variance (ANOVA) where appropriate. Statistical analysis was performed using IBM SPSS Statistics for Windows (v. 24; IBM Corp., Armonk, NY, USA).

## Results

### Modulation of T Cells Subtypes in Mice After Combination Treatment With Metformin and Tacrolimus

We examined the changes in type 1 helper T (Th1) and Th17 cells in the CD4^+^T cells derived from splenocytes of normal and GVHD mice after CD3 stimulation. In normal mouse cells activated under CD3 stimulation, flow cytometry demonstrated that the combination of metformin and tacrolimus suppressed the development of Th1 and Th17 cells compared with control and tacrolimus monotherapy (**Figure 1A**). Similarly, in activated T cells from GVHD mice, development of Th1 and Th17 cells was suppressed by combination therapy with metformin and tacrolimus (**Figure 1B**).

**Figure 1:**
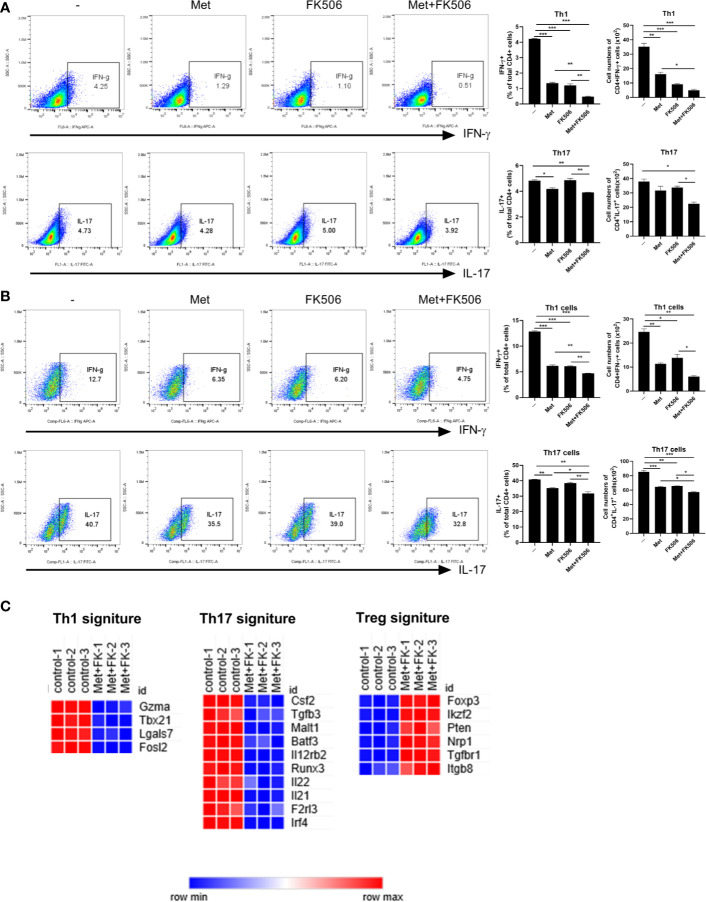
The change in T cell subtypes induced by combination therapy with metformin and tacrolimus. **(A)** The proportion of Th1 and Th17 cells in normal mice treated with combination therapy. CD4+T cell isolated from normal C57BL/6 mice were stimulated with anti-CD3 (0.5 ug/ml) in the presence of Metformin or FK506 alone or combined Metformin and FK506 for 3 days and analyzed by flow cytometry. A plot from one representative experiment displays the proportions of IL-17+, IFN-γ + among CD4+ T cells. **(B)** The difference in proportions of Th1 and Th17 cells in mice with graft-versus-host disease after combination therapy. CD4+T cell isolated from GVHD mice were stimulated with anti-CD3 (0.5 ug/ml) in the presence of Metformin or FK506 alone or combined Metformin and FK506 for 3 days and analyzed by flow cytometry. A plot from one representative experiment displays the proportions of IL-17+, IFN-γ + among CD4+ T cells. Numbers in the plots indicate percentages of gated cells. Data are means ± SEMs. Data are representative of three independent experiments. (*p < 0.05, **p < 0.01, ***p < 0.005) **(C)** Gene expression analysis by RNA sequencing before and after treatment with combination therapy. CD4+T cell isolated from normal C57BL/6 mice were stimulated with anti-CD3 (0.5 ug/ml) in the presence of Metformin or FK506 alone or combined Metformin and FK506 for 3 days and analyzed by RNA-seq data. Heatmaps of genes encoding for molecules involved in Th1, Th17 cells, and Treg cell function that are differentially expressed in combination of metformin and FK506 compared to vehicle.

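Splenic CD4+ T cells of normal mice were cultured for 3 days with anti-CD3 (0.5 µg/ml) and no drug (Control), with metformin, with FK506 (tacrolimus, an inhibitor of the phosphatase calcineurin), or with both drugs (Metformin+FK506). Poly(A) RNA was sequenced from 3 samples in each of these 4 groups. The methods section also lists soluble anti-CD28 among the activation conditions, whereas the legend of Figure 1C names anti-CD3 only. The paper's text does not name the drug doses of these cultures, and it gives the age of the mice as 8 to 10 weeks, against 7 weeks in the sample labels. For each of 45777 genes and each sample, the authors deposited the number of reads counted and the FPKM value (fragments per kilobase of transcript, scaled to the size of the library). The aligner, the counting program and the genome build are not named in the paper's text, and the preprocessing described in the methods refers to microarrays, which were not analysed here. The reads counted per sample ranged from 48806123 to 57284196 in Control (median 56152660), from 51834670 to 55374050 with metformin (median 53587219), from 45675960 to 63164427 with FK506 (median 59192827), and from 43402632 to 64290105 with the combination (median 50837341). Replicates of a group differed by more than the sampling noise of the reads, with a chi-square per degree of freedom between 4.32 and 17.1, and all 12 samples were used as separate replicates. The paper's text does not state whether the 3 samples of a group came from different mice or from the same cell preparation. The chi-square cannot tell these apart, so the p-values may measure the spread between cultures only, and not between mice. The counts were scaled by edgeR's TMM method and compared with its quasi-likelihood test, with all 4 groups in 1 fit. A gene was tested where its FPKM was at least 0.5 in at least 3 samples, which kept 15197 genes. It was counted as changed where its p-value, adjusted over these genes by the Benjamini-Hochberg method, was under 0.05. A gene with 3 counts or fewer in every sample of a group was taken as at the floor there, and its fold change against that group is given as a lower bound. The filter on low values, the scaling and the spread shared by the 4 groups are the choices that could change these numbers.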

In hierarchical clustering analysis of the patterns of expression and KEGG pathway, combination therapy was similar to tacrolimus with some change of the expression collaborated with metformin combination (**Supplementary Figures 1A, B**). 

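Distances were taken as Euclidean distances of log2(FPKM + 1) values over the genes tested. The mean of the Metformin+FK506 samples lay 38.2 from the mean of the FK506 samples, 122 from that of the metformin samples and 133 from that of the Control samples. Single samples of the same group were on average 19.5 apart in Control, 20.5 with metformin, 23.8 with FK506 and 31.3 with the combination. The ratio of the distance to FK506 over the distance to metformin, between group means, was 0.314 (SD 0.0111 over the 3 Metformin+FK506 samples). Of the alternatives, 1 minus Pearson's r as the distance moved it most, to 0.108. Clustering of single samples by average linkage, whose heights are mean distances between samples, joined FK506 with Metformin+FK506 at a height of 44.4 and Control with metformin at 58.5, and joined these pairs at 130. Against Control, 12412 genes changed with the combination (6401 higher and 6011 lower) and 12297 with FK506 alone (6283 higher and 6014 lower). Of these, 11444 changed in both comparisons, 11376 of them in the same direction (99.4%). The log2 fold changes of the 2 comparisons had a Pearson's r of 0.97 across genes, which are not independent replicates. Because both comparisons use the same Control samples, unchanged groups were simulated against shared controls in 10 runs, which gave a median r of 0.53 and a largest of 0.55. The 2 log2 fold changes had the same sign in 92.9% of the genes tested, against a median of 66.9% in the simulated runs, and no simulated run called a gene in both comparisons (a median of 157 genes had an unadjusted p under 0.05 in both). Adding metformin to FK506 changed 4660 genes (2374 higher and 2286 lower), of which 640 changed by at least 1 on the log2 scale. Which direction held more genes depended on the processing: with a pseudocount of 0.1 on FPKM values 1738 were higher and 2477 lower, and with each replicate left out in turn more genes were lower than higher, the share of higher genes being 46.4% without FK506 replicate 3 at the lowest and 49.2% without FK506 replicate 2 at the highest. The 3 samples of one group lay all above or all below those of the other in 82.3% of the genes for the combination against Control and in 39.8% for the combination against FK506, where chance gives 10%. KEGG pathways were not analysed here.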

Combination therapy enhanced the expression compared to metformin monotherapy (**Supplementary Figures 2A, B**). 

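Between Metformin+FK506 and metformin alone, 11880 genes changed by edgeR's quasi-likelihood test, of which 6125 were higher with the combination and 5755 lower, so that 51.6% of the changed genes were higher. TMM scaling holds the middle of the genes near no change (median log2 fold change 0.025), so a nearly even split follows largely from the scaling. This share therefore cannot test a general rise of expression. Among the 4897 genes that changed by at least 1 on the log2 scale, 2675 were higher and 2222 lower. In 78.9% of the genes tested, the 3 samples of one group lay apart from the 3 of the other. The share of changed genes that were higher depended on the scale: it was 60.4% when FPKM values with a pseudocount of 0.1 were tested with limma, where the median of all genes was itself 0.17 higher on the log2 scale, and 48.1% after quantile normalization of the FPKM values. Slc40a1 (gene ID 53945), Marco (17167) and Mmp12 (17381) showed the largest fitted rises among the genes whose groups did not overlap. All 3 metformin samples were at the floor for these genes, and they were at least 3712-fold, 3253-fold and 2478-fold higher with the combination. Il24 (93672), Prph (19132) and Ighe (380792) showed the largest fitted falls, and were at least 62.1-fold, 49.2-fold and 41.9-fold lower with the combination, whose samples were at the floor. The 10 myeloid cell markers examined were also higher with the combination than with metformin alone, with a median log2 fold change of 6.12 when markers at the floor are set at their lower bound.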

RNA sequencing analysis to evaluate the differences in gene expression revealed decreased expression of gene signatures related to Th1 and Th17 cells in combination therapy. In contrast, expression of genes related to Tregs, including Foxp3, was more increased after combination treatment with metformin and tacrolimus (**Figure 1C**).

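The heatmaps of Figure 1C name 4 Th1 genes (Gzma, Tbx21, Lgals7 and Fosl2) and 10 Th17 genes (Csf2, Tgfb3, Malt1, Batf3, Il12rb2, Runx3, Il22, Il21, F2rl3 and Irf4). All 4 Th1 genes and all 10 Th17 genes were lower in Metformin+FK506 than in Control, with median log2 fold changes of -2.85 and -2.41. The counts were also 4 and 10 when p-values were adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. Tbx21 (gene ID 57765), which encodes the Th1 transcription factor T-bet, had an FPKM of 23.9 ± 0.891 (SD, n = 3) in Control and 5.11 ± 0.391 (SD, n = 3) with the combination, a log2 fold change of -2.42 (standard error 0.083, adjusted p = 8.68e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gzma, which encodes granzyme A, fell by 5.48 on the log2 scale, and by 6.30 without Metformin+FK506 replicate 1. Among the Th17 genes, the log2 fold changes ranged from -5.96 for Il21 to -1.03 for Malt1. Requiring a mean FPKM of at least 1 moved the counts most, to 9 Th17 genes, because Il22 was then not tested. The gene set test camera placed both lists below the other genes (adjusted p = 9.55e-05 for Th1 and 5.06e-09 for Th17, over 114 list tests). Of the 69 list tests that camera called, 69 were also called in the same direction by fry and 54 with an inter-gene correlation estimated from the data. Because fry called 107 of all 114 list tests, its calls add little to those of camera. FK506 alone lowered the same genes, with median log2 fold changes of -3.45 for Th1 and -2.17 for Th17, and metformin alone lowered them with medians of -0.55 and -1.58. In longer lists of general subset genes, 7 of 14 Th1 genes were lower and 7 higher with the combination than in Control, and 5 of 16 Th17 genes were lower and 10 higher.

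**Figure D1:**
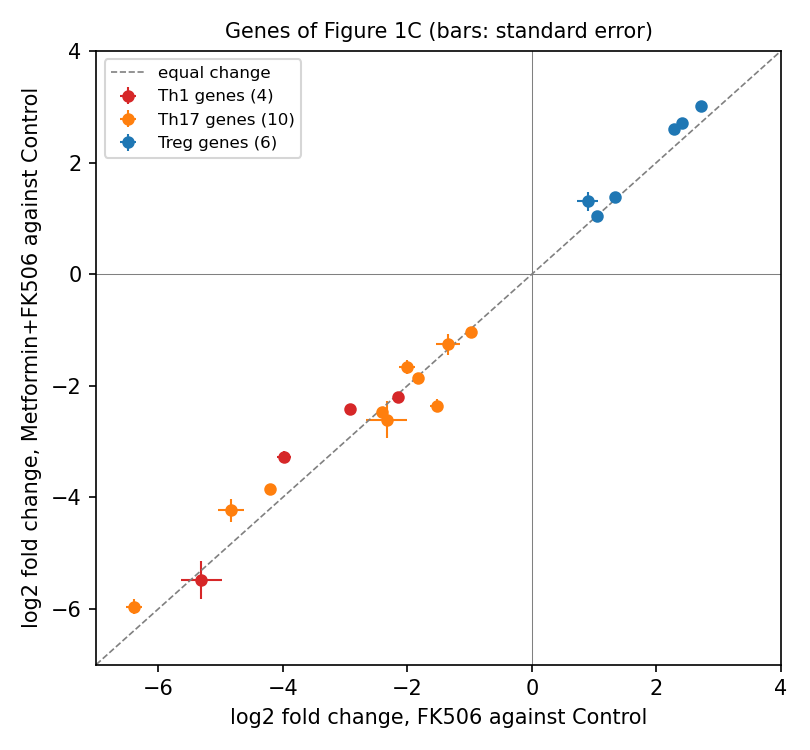
Log2 fold change of each Th1, Th17 and Treg gene named in Figure 1C against Control, with FK506 alone on the horizontal axis and with Metformin+FK506 on the vertical axis; bars are standard errors and the dashed line marks equal change. The 4 Th1 and 10 Th17 genes lie below 0 and the 6 Treg genes above 0 on both axes.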

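The 6 Treg genes of Figure 1C (Foxp3, Ikzf2 and Nrp1 among them) were each higher in Metformin+FK506 than in Control, with a median log2 fold change of 1.99 (camera, adjusted p = 2.59e-05), and all 6 also passed when adjusted over the list alone, on samples from which the study had picked them. Foxp3 (gene ID 20371) encodes the transcription factor that defines Treg cells. Its FPKM was 3.48 ± 0.259 (SD, n = 3) in Control, 2.49 ± 0.370 (SD, n = 3) with metformin, 26.7 ± 1.18 (SD, n = 3) with FK506 and 32.3 ± 1.46 (SD, n = 3) with the combination. The log2 fold change of Foxp3 between the combination and Control was 3.02 (standard error 0.076, adjusted p = 1.46e-15 from edgeR's quasi-likelihood test), and it stayed between 2.96 and 3.07 with each replicate left out in turn. Every Metformin+FK506 sample had a higher Foxp3 value than every Control sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). FK506 alone raised Foxp3 by 2.72 on the log2 scale (adjusted p = 5.04e-15), and with metformin alone Foxp3 fell by 0.52 (adjusted p = 6.72e-05). Ikzf2 and Nrp1 had log2 fold changes of 2.72 and 2.61 between the combination and Control. In a longer list of 18 general Treg genes, 8 were higher and 9 lower with the combination than in Control, and Il2ra and Ctla4, which activated T cells also express, fell by 2.92 and 1.62. Markers of other cells differed as well, since each of 10 B cell markers had a higher value with the combination than in Control. From the rise of Foxp3, the paper proposes in its discussion, as a possibility, that combination therapy enhances the expression of Foxp3 and thereby increases the proportion of Treg cells.

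**Figure D2:**
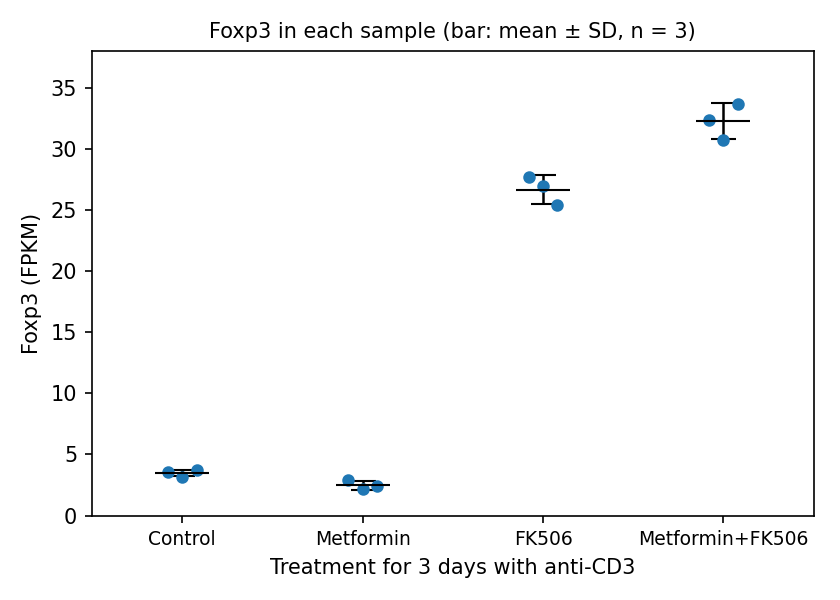
Foxp3 FPKM in each sample (points) with the mean and SD of the 3 samples in each treatment group. The means are 3.48 in Control, 2.49 with metformin, 26.7 with FK506 and 32.3 with Metformin+FK506.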

Furthermore, expression of gene signatures related to glycolysis and Th17 related gene decreased in combination therapy compared to metformin monotherapy, whereas expression of genes related Tregs increased more after combination treatment with metformin and tacrolimus than metformin monotherapy (**Supplementary Figure 2C**).

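The paper's text does not name the glycolysis genes of Supplementary Figure 2C, and a list of 20 genes for glucose uptake, glycolysis and lactate export was used here. Of these, 19 were lower with the combination than with metformin alone, also when adjusted over the list alone, with a median log2 fold change of -0.99 (camera, adjusted p = 1.91e-11). Requiring a change of at least 1 on the log2 scale as well, an alternative chosen after seeing the data, moved this count most, to 9 genes, and quantile normalization of the FPKM values moved it to 17. The exception, Pfkfb3 (gene ID 170768), rose by 1.04 (standard error 0.035, adjusted p = 9.85e-14 from edgeR's quasi-likelihood test). Slc2a3, which encodes the glucose transporter GLUT3, had the largest decrease and fell by 2.79 on the log2 scale. Ldha had an FPKM of 515 ± 10.8 (SD, n = 3) with metformin and 296 ± 13.1 (SD, n = 3) with the combination. The values of Gapdh, Eno1 and Ldha are uncertain to the extent that the counting divided reads between these genes and their processed pseudogenes, which the paper's text does not describe. Metformin alone had already lowered the 20 genes against Control, with a median log2 fold change of -1.53. Of the 10 Th17 genes of Figure 1C, 6 were lower with the combination than with metformin alone, with Il12rb2 showing the largest decrease (log2 fold change -3.31, standard error 0.041, adjusted p = 1.06e-18). Tgfb3, Batf3 and F2rl3 were not past the threshold, with log2 fold changes of 0.29, 0.046 and -0.41. Il22 was higher, with a log2 fold change of 1.25 (standard error 0.42, adjusted p = 0.0122), from an FPKM of 0.163 ± 0.0738 (SD, n = 3) with metformin to 0.441 ± 0.123 (SD, n = 3). The adjusted p of Il22 was 0.0568 without metformin replicate 3 and 0.0658 without Metformin+FK506 replicate 1, and its log2 fold change was -0.048 after quantile normalization, where that of Tgfb3 was -0.053. The log2 fold change of Batf3 was -0.084 without Metformin+FK506 replicate 2, that of Tgfb3 passed the threshold at 0.41 without metformin replicate 3 and at 0.40 without Metformin+FK506 replicate 1, and that of F2rl3 passed it at -0.50 without Metformin+FK506 replicate 3. Among the 16 general Th17 genes, 12 were higher and 3 lower than with metformin alone. The 6 Treg genes of Figure 1C were all higher, with a median log2 fold change of 2.52, and that of Foxp3 was 3.53 (standard error 0.079, adjusted p = 5.41e-16).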

### Suppression of Alloreactive T Cells by Combination Treatment With Metformin and Tacrolimus

After *in vitro* allogeneic stimulation of mouse cells, the proliferation of alloresponsive T cells and the level of pro-inflammatory markers were compared between groups treated with metformin monotherapy (500 uM), tacrolimus monotherapy (1 nM, 100 nM), or a combination of both drugs. The combination of metformin with tacrolimus decreased the proliferation of alloresponsive T cells to a greater extent than metformin or tacrolimus monotherapy in mice (*P* < 0.05, **Figure 2A**). Moreover, combined treatment significantly decreased the level of pro-inflammatory markers such as IFN-γ and IL-17 compared with monotherapy (*P* < 0.05, **Figure 2B**).

**Figure 2:**
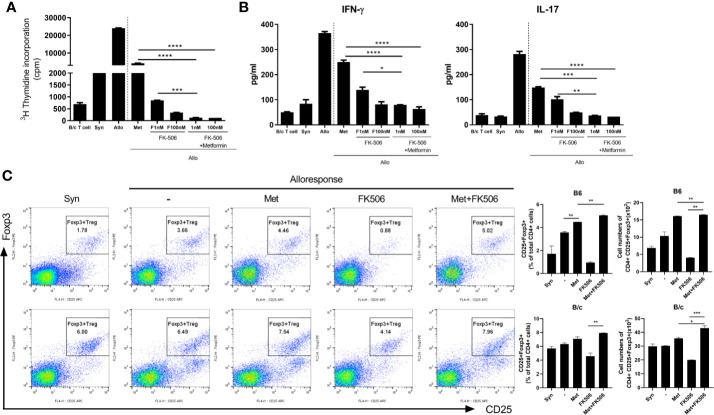
The suppressive effect of metformin–tacrolimus combination treatment on alloreactive T cell responses. **(A)** The difference in proliferation of alloreactive T cells in each treatment. In the mixed lymphocyte reaction assay, a total of 105 B/c splenic T cells (responders) were incubated with 105 irradiated B/c (syngeneic stimulators, Syn) or B6 (allogeneic stimulators, Allo) splenic APCs for 4 days. Responder cells were cultured in the presence or absence of metformin or/and FK506. **(B)** The suppression of pro-inflammatory markers after treatment with combination therapy. IFN-γ and IL-17 levels in the supernatants were measured by ELISA. **(C)** The activity of alloresponsive Treg cells after each treatment. Foxp3+ Treg cells was performed were determined by flow cytometry. (*p < 0.05, **p < 0.01 ***p < 0.005, ****p < 0.001).

The activity of Treg cells after 4 days of allostimulation in the presence of each drug was evaluated. The population of Treg cells was significantly much higher in the presence of combination therapy than with monotherapy, especially tacrolimus (**Figure 2C**).

### Combination of Metformin and Tacrolimus Reduces the Severity of GVHD

In GVHD model mice, the survival rate and serial changes in the clinical score representing the severity of GVHD were compared between each therapy, including combination treatment. After induction, the clinical score was continuously lower with metformin or tacrolimus monotherapy compared with the control group. Moreover, it was decreased to an even greater extent with combination therapy with metformin and tacrolimus, showing a synergistic effect of this combination. Meanwhile, weight loss was partially lesser in the combination group than in monotherapy. The combination therapy group also showed a better survival rate than both the metformin and tacrolimus monotherapy groups (**Figure 3A**).

**Figure 3:**
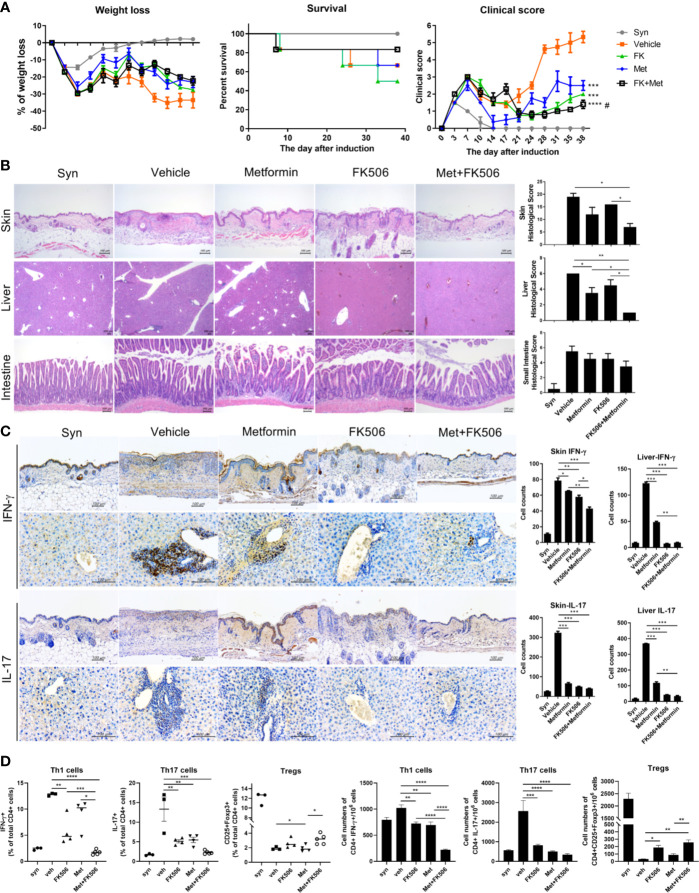
The severity of graft-versus-host disease (GVHD) after combination therapy. **(A)** The serial changes in GVHD clinical score after metformin and tacrolimus combination therapy. Splenocytes (5×10^6^) plus bone marrow cells (5×10^6^) from B6 mice were transplanted into irradiated B/c mice *via* intra-vain injection. Weight, weight change, and clinical score were monitored in mice with a GVHD. Combined data from 2 independent experiments (n=15 per group) are displayed. **(B)** Histological difference in GVHD in target organs including skin, liver, and intestine. Histopathological analysis of the skin, liver, and intestine after BMT. The sections were stained with hematoxylin and eosin (original magnification, × 100). **(C)** The expression of pro-inflammatory markers in target organs after treatment with each drug. Immuno-histochemical staining was performed to measure the expression of IL-17 and IFN-g in skin and liver tissue from each groups (scale bar, 100 μM). The positive cells for each antibody are shown at the lower panels. Data represent the mean ± SEM of 3 independent experiments **(D)** The ability to control Th1, Th17, and increase Treg cells with combination therapy were determined by flow cytometry. Data are means ± SEMs. Data are representative of three independent experiments. (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001 versus vehicle treated groups, #p<0.05 versus metformin treated group).

After euthanizing the GVHD model mice on day 38 after BMT, the histopathology of GVHD target tissues (skin, liver, and the small and large intestine) were analyzed. The histopathology also demonstrated that inflammatory cells and tissue damage was suppressed by combination treatment with metformin and tacrolimus (**Figure 3B**). Moreover, the expression of IFN-γ and IL-17 in the target tissues was significantly decreased after combination therapy compared with either monotherapy (**Figure 3C**).

The proportion of Treg cells in CD4^+^T cells isolated from the splenocytes of GVHD mice was significantly increased after metformin and tacrolimus combination therapy, whereas Th1 and Th17 cells were decreased after combination (**Figure 3D**).

### The Ability to Control Human Alloresponses by Addition of Metformin to Tacrolimus Therapy

In *in vitro* stimulated human cells, the differences in proliferation of alloreactive T cells were compared between those treated with metformin (500 µM), tacrolimus (10 mM), or a combination of metformin (500 µM) and tacrolimus (10 mM). Proliferation of human alloreactive T cells was also significantly decreased by combination therapy compared with monotherapy (**Figure 4A**).

**Figure 4:**
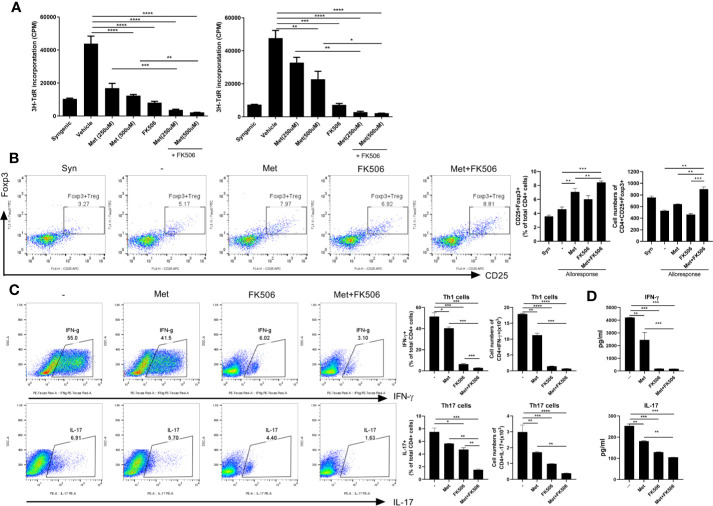
The ability to control human alloreactive T cells by metformin and tacrolimus combination treatment. **(A)** The suppression of alloreactive T cells by each treatment. CD4+ T cells from healthy donor PBMC were cocultured with APC cells from other healthy donor PBMC for 4 days in the presence or absence of metformin or/and FK506. The graph shows result from two other donors’ alloreactive T cell proliferation. **(B)** The activity of alloresponsive Treg cells after each treatment. Foxp3+ Treg cells was performed were determined by flow cytometry. **(C)** The suppression of Th1 and Th17 cells by each treatment. A plot from one representative experiment displays the proportions of IL-17+, IFN-γ + among CD4+ T cells. **(D)** The change in pro-inflammatory cytokines. IFN- γ and IL-17 levels in the supernatants were measured by ELISA. (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001 versus alloresponse).

In human *in vitro* alloresponse condition, Treg cells were significantly increased in metformin monotherapy and more increased in combination therapy with metformin and tacrolimus (**Figure 4B**).

We also evaluated the population of Th1 and Th17 cells and the level of pro-inflammatory markers in allostimulated human T cells. The population of Th1 and Th17 cells was decreased by combination therapy (**Figure 4C**). Pro-inflammatory markers such as IL-17 and IFN-γ were also more profoundly decreased by metformin and tacrolimus combination therapy (**Figure 4D**).

### Improvement of the Immune Imbalance in LT Recipients Given Combination Therapy: Preliminary Data

We also preliminarily evaluated the changes in Treg and Th17 cells 3 months after the addition of metformin (1000 mg per day) in five LT patients treated with CNI (cyclosporine or tacrolimus). In all five patients, the population of CD4^+^Th17 cells was significantly decreased after metformin. However, the percentages of CD4^+^Treg and CD8^+^Treg cells were significantly increased after combination treatment with metformin and CNI (**Figures 5A, B**). During the metformin treatment, all five patients were tolerated without need of change in CNI dose or addition of other diabetic drugs and the blood level of markers of liver function such as aspartate transaminase and alanine transaminase were within normal range and did not change significantly (data not shown).

**Figure 5:**
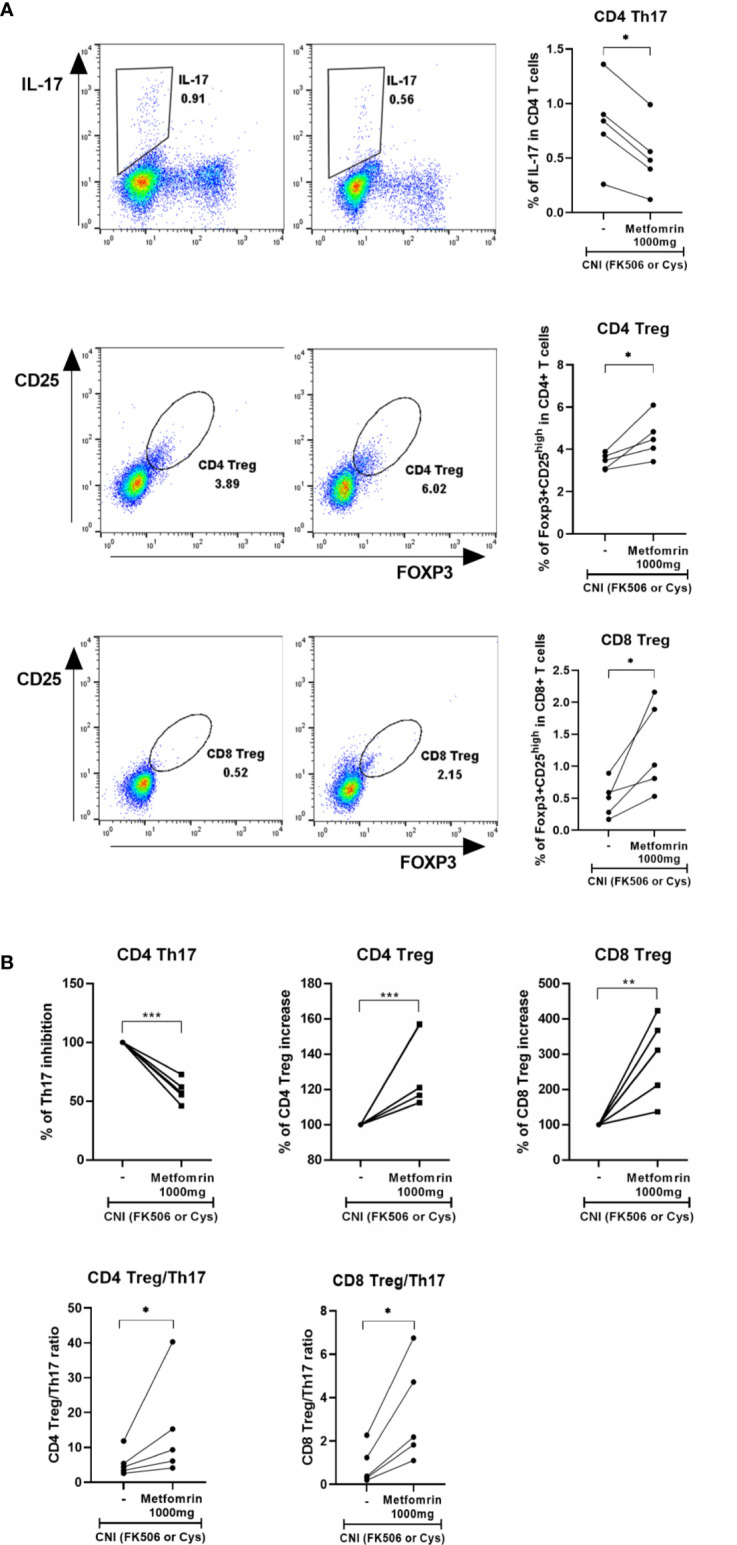
**(A, B)** Immunomodulatory effect of metformin and calcineurin inhibitor (CNI) combination treatment in liver transplant patients with diabetes. In all five patients, the population of CD4^+^Th17 cells were decreased, whereas CD4^+^Treg and CD8^+^Treg were increased after addition of metformin (1000 mg/day) treatment (*p < 0.05, **p < 0.01, *** *p* < 0.005).

## Discussion

This study is the first to examine the effects of combination therapy with metformin and tacrolimus using *in vitro* and *in vivo* analysis. Metformin and tacrolimus combination therapy suppressed the proliferation of alloresponsive T cells and Th1 and Th17 cells. Combination treatment also decreased the levels of pro-inflammatory markers and increased Treg proliferation. In the mouse model of GVHD, combination therapy decreased the severity of GVHD as assessed by clinical score and histopathology. Moreover, in LT patients, our preliminary data showed that combination therapy simultaneously decreased the population of Th17 cells and increased Treg cells.

In the present study, this immunologic effect of metformin was sustained in the setting of tacrolimus treatment. Combination therapy with metformin and tacrolimus suppressed Th1 and Th17 cells, IL-17, and IFN-γ as assessed by *in vitro* and *in vivo* analyses. Metformin is a well-known antidiabetes drug that has recently been shown to have immune modulating effects *via* activation of AMPK, and inhibition of mTOR, STAT3, and PD-1 (12, 13). Several studies, including our previous study, have reported that metformin increased the population of Treg cells and decreased Th17 cells (14, 15).

Through RNA sequencing analysis, we also demonstrated that combination therapy increased expression of Foxp3, the master regulator transcription factor for development of Treg cells (16). Combination therapy may enhance the expression of Foxp3 and thereby increase the proportion of Treg cells. These results suggest that the addition of metformin may improve the Treg/Th17 balance compared with conventional tacrolimus monotherapy.

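Against FK506 alone, 3 of the 6 Treg genes of Figure 1C were higher with Metformin+FK506 by edgeR's quasi-likelihood test. Foxp3 had a log2 fold change of 0.29 (standard error 0.066, adjusted p = 0.00281), Ikzf2 one of 0.30 (standard error 0.049, adjusted p = 0.000212) and Nrp1 one of 0.33 (standard error 0.055, adjusted p = 0.000276). Itgb8, with a log2 fold change of 0.41, passed only when adjusted over the list alone, which gave 4 genes. None of the 6 changed by 1 or more on the log2 scale. The log2 fold change of Foxp3 stayed between 0.25 and 0.32 with each replicate left out in turn, and its adjusted p reached at most 0.0459 under the other alternatives. Each Foxp3 value with the combination was above each value with FK506 alone (two-sided exact permutation test, p = 0.1, the smallest p possible here). None of the 4 Th1 genes was lower with the combination than with FK506 (0 also at an unadjusted p under 0.05), and Tbx21 and Lgals7 were higher, by 0.50 and 0.71 on the log2 scale (adjusted p = 0.000457 and 0.000276). Of the 10 Th17 genes, Batf3 was lower (log2 fold change -0.83, adjusted p = 3.08e-05) and Il12rb2 higher (log2 fold change 0.36, adjusted p = 6.54e-06). The gene set test camera gave an adjusted p of 0.0542 for the Treg genes, 0.232 for the Th1 genes and 0.695 for the Th17 genes. These calls depended on the test. With fry the adjusted p was 0.000328 for the Treg genes and 0.00274 for the Th1 genes, both higher with the combination, and 0.223 for the Th17 genes. With an estimated correlation camera gave 0.212, 0.310 and 0.773 in the same order. In the longer lists, 9 of 18 general Treg genes were higher and 3 lower (7 were higher without FK506 replicate 1, without FK506 replicate 3 or without Metformin+FK506 replicate 1, and 8 without either of the other Metformin+FK506 replicates), and 7 of 16 general Th17 genes were higher and 3 lower. Ifng rose by 0.67 on the log2 scale (adjusted p = 0.00156), and the change of Il17a was not past the threshold (log2 fold change 0.33, adjusted p = 0.550).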

Combination therapy attenuated the severity of GVHD, both in clinical score and histopathology, to a greater extent than monotherapies. Because GVHD develops as a result of donor T cell-mediated host injury, we could easily evaluate the change in T cells caused by each treatment (17). Our results may be the result of metformin inhibiting STAT3 and promoting AMPK, as we documented previously in this GVHD model (18). The results of the present study suggest that even during tacrolimus treatment, the addition of metformin had beneficial effects on immune modulation.

Similarly to the findings of the *in vivo* and *in vitro* studies in mice, LT recipients with early DM showed an increased Treg population with decreased Th17 cells after combined treatment with CNI and metformin. We previously reported that current CNI-based treatment after LT maintained the level of effector T cells but significantly suppressed Treg cells (19). Moreover, in a recent study, an early reduction in Treg cells was also associated with acute rejection after LT in patients receiving CNI-based treatment (20). Because maintenance of Treg cells after LT is important to allow maintenance of tolerance and immune balance, we performed a preliminary study evaluating the change in Treg/Th17 cells after addition of metformin treatment in LT recipients. According to our results in LT recipients, we may expect an improvement of the Treg/Th17 balance with metformin treatment.

Our study has several limitations. First, we could not demonstrate the exact underlying mechanism of the changes after combination treatment with metformin and tacrolimus. However, as we reported previously, we could predict that the decrease in Treg cells induced by tacrolimus could be compensated by the effect of metformin in promoting AMPK and inhibiting STAT3 (18). Further study will be needed to confirm whether these mechanisms of metformin activity function during tacrolimus-based treatment. Second, we included only a small number of LT patients treated with metformin and the follow-up period was only 3 months after metformin addition. To manifest the immunologic effect of metformin in LT patients, we only included patients with early diagnosed DM who just need lifestyle modification and/or low dose of antidiabetic drugs. Our results for the LT patients are therefore preliminary, and further study is needed, with larger number of patients with long-term results for the changes in immune cellular homeostasis including Treg/Th17 cells balance. Despite these limitations, this was the first study to evaluate the possibility of using metformin as an additional immunologic control not only *in vivo* and *in vitro* but also with LT patients during tacrolimus-based treatment.

In conclusion, the findings of this study suggest that metformin could improve the immunological imbalance in tacrolimus monotherapy by increasing Treg cells and decreasing Th17 cells. Our results may suggest the possibility that the combination therapy with metformin and tacrolimus can minimize the dose of tacrolimus in long-term stable LT patients.

## Data Availability Statement

The datasets generated for this study can be found in NCBI GEO, GEO Accession No. GSE161187.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Institutional Review Board of the Catholic University of Korea. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Animal Care and Use Committee of the Catholic University of Korea.

## Author Contributions

SKL, M-JP, JYC, and M-LC designed the experiments. M-JP, JYJ, J-AB, JWC, and J-YR performed the experiments. SKL, M-JP, JWJ, SHB, SKY, HJC, YKY, JYC, and M-LC analyzed and interpreted the data. SKL, M-JP, JYC, and M-LC wrote the manuscript. JYC and M-LC supervised the study. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by a grant of the Korea Health Technology R&D Project through the Korea Health Industry Development Institute (KHIDI), funded by the Ministry of Health & Welfare, Republic of Korea (grant number: HI15C3062). This work was supported by the National Research Foundation of Korea (NRF) grant funded by the Korea government (MSIT) (No. 2020R1F1A1075816).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

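RNA from 12 samples of mouse splenic CD4+ T cells was analysed, 3 in each of 4 groups: anti-CD3 alone (Control), metformin, FK506, and both drugs (Metformin+FK506). Samples were assigned to groups from the sample labels. The legend of Figure 1C names the same treatments, and the columns of its heatmaps are named for Control and the combination only. The allogeneic cultures, the mice with GVHD, the liver transplant patients, the flow cytometry and the microarrays were not analysed here.

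The authors deposited read counts per gene, whole numbers without normalization, for 45777 genes in each sample. The authors also deposited FPKM values, which scale the counts to the size of the library and the length of the transcript. Another 12 columns of per-sample values were not used. Genes are listed by NCBI gene identifier and symbol, and 45679 of the identifiers were found in the RefSeq gene list of GRCm38.p6, which was used for gene types, GC content and length and for no coordinates, because the genome build of the counts is not named. The paper's text does not name the aligner, the counting program or a filter on reads for these libraries. The array preprocessing given in its methods was not applied to the read counts. Of its steps only quantile normalization was run, on FPKM values and as an alternative. How reads shared between paralogs or with pseudogenes were counted, and whether strand was used, is not stated, so the values of such genes are uncertain. No listed gene had a blank name. All 18141 genes with a count of 0 in every sample were left out of every test.

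The reads counted per sample came to between 43402632 and 64290105. At this depth a gene with 3 counts or fewer in each sample of a group was taken as at the floor. A fold change against such a group was computed against 3 counts and is a lower bound, which covers counting error only. Total counts, the share of the 10 highest genes and the share of the mitochondrial genome were compared between groups. The 10 highest genes held 5.99% ± 0.0382 (SD, n = 3) of the counts in Control, 7.47% ± 0.106 with metformin, 4.29% ± 0.0928 with FK506 and 4.69% ± 0.134 with the combination. Replicates were compared by a chi-square test of their counts, and no pair was close enough to sampling noise to be a library deposited more than once. The labels give no sequencing batch or date.

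Differences between groups were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization) in R 4.3.3, with limma 3.58.1 for lists and for the alternatives that need it. The fit held all 4 groups and left 8 residual degrees of freedom. The analysis plan, written before the data were examined, took limma on log2(FPKM + 1) as the test and named edgeR's test in its place should the deposited table also hold counts, which it did. The plan also fixed the filter (FPKM of at least 0.5 in at least 3 samples, 15197 genes), the threshold (Benjamini-Hochberg adjusted p under 0.05), the gene lists and the alternatives. There were 5 comparisons of groups and the interaction of metformin and FK506, which tests whether metformin changes a gene by the same amount with and without FK506. The paper's statistics section names general tests for differences between groups and does not say which was applied to the RNA sequencing data. For Foxp3, the FPKM values were also compared by a two-sided exact permutation test.

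Genes named in the text were chosen by a rule in the same plan: the genes of the heatmaps in Figure 1C, the genes of the proteins the paper names (Foxp3, Ifng, Il17a, Il2, Stat3, Mtor, Pdcd1 and Prkaa1), the genes of the lists, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall past the threshold whose groups do not overlap (for the interaction, past the threshold only). The 19 lists held 242 entries, all found in the table, with a gene counted once for each list that holds it. They were the Th1, Th17 and Treg genes of Figure 1C; general Th1, Th17 and Treg genes; Treg genes shared with activation; glycolysis; calcineurin-NFAT targets; naive or resting T cell genes; cell cycle genes; targets of the stress factor ATF4; cholesterol synthesis; respiratory chain genes of the mitochondrial genome; nuclear genes of complex I; AMPK, mTOR and STAT3 pathway genes; and markers of B cells, myeloid cells and CD8 T cells. A further list of 12 genes expressed in T cells generally was written after the markers of other cells had been seen. Lists were tested with camera at an inter-gene correlation of 0.01, and p-values were adjusted over the 114 tests of 19 lists in 6 comparisons.

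The tests were tried on simulated counts for the 15197 genes, drawn with the gene means, gene spreads and library sizes of these samples, in which 200 genes were raised or lowered by a factor of 2. The edgeR test called 182 of them (91%), gave the right direction for 200, and made 12 false calls (6.19% of its calls). DESeq2 1.42.0 called 190 with 33 false calls, and limma called 184 with 10. In the real samples 12412 of the 15197 genes changed between the combination and Control, 5677 of them by at least 1 on the log2 scale. The simulation changed far fewer genes, so these rates need not hold where most genes change. In a simulated comparison without changes, the edgeR test called 0 genes. Of the simulated lists, camera called the one of 15 raised genes and did not call the one of 15 unchanged genes.

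The results were recomputed, each with the alternatives that apply to it, without the filter (27636 genes), with a filter on a mean FPKM of at least 1 (12785 genes), without a trend in the spread, with scaling by the median of ratios, with the replicate number as a block, with only the groups compared in the fit, and with each replicate left out in turn. A change of at least 1 on the log2 scale was required as an alternative for the numbers of changed genes, and after the data had been seen also for lists and single genes. A pseudocount of 0.1 and quantile normalization apply to FPKM values, and were run with limma. For lists, fry and an estimated correlation were tried, and for the distances, 1 minus Pearson's r and the genes with the largest variance. DESeq2 on the counts and limma on log2(FPKM + 1) were added after the columns of the table had been seen. The correlation that shared controls give was found by simulating unchanged groups. Hierarchical clustering used average linkage. KEGG pathways and Supplementary Figures 1 and 2 were not used here.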

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

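The tests of a lower share of T cells, of the shift that the 10 highest genes allow, of genes at the floor, of library size, of a mislabelled sample and of B cell RNA behind the Th17 genes were chosen after the results they bear on had been seen.

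Markers of other cell types, which the paper does not discuss, differed between the groups. All 10 B cell markers and all 10 myeloid markers were higher with FK506 than in Control, and the same 10 and 10 were higher with the combination than in Control. Lyz2, the most abundant of the myeloid markers, had a mean FPKM of 0.0352 in Control, 0.0529 with metformin, 981 with FK506 and 539 with the combination. C1qa was at the floor in Control and at least 652-fold higher with FK506. Cd79a rose from 13.1 to 294 and fell back to 156 with the combination, and Ms4a1 rose from 3.82 to 96.5 and fell back to 32.3. All 10 B cell markers already had an FPKM of at least 0.5 in Control, and 0 of the 10 myeloid markers did. The tables argue against several technical sources. Total counts of no pair of groups were separated (0 of 6 pairs). A few genes taking most of the counts is excluded, since the shares of the 10 highest genes allow a shift of the other genes by at most 0.049 on the log2 scale between groups, whereas 5677 genes changed by at least 1 between the combination and Control. Each of the 4 groups formed a cluster of its own, which leaves no single sample exchanged between groups, although an exchange of whole groups would not show. A lower share of T cells with the other cells rising alike is excluded as the whole source, because 10 of 10 myeloid markers rose by more than every B cell marker with FK506 (at least 5.17, for Itgam, against at most 4.44, for H2-Aa). What stays open is RNA from B cells and myeloid cells in the cultures with FK506, which the 10 of 10 B cell and 10 of 10 myeloid markers moving one way are consistent with. Whether such cells came through the purification in larger numbers or outlived it in these cultures was not tested.

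Genes linked to Th17 cells outside those of Figure 1C moved against them. In the list of 16 general Th17 genes, which shares 3 genes with Figure 1C, 10 were higher and 5 lower with the combination than in Control (camera, adjusted p = 0.0779). Il23r rose from an FPKM of 0.118 ± 0.0444 (SD, n = 3) to 8.57 ± 0.557 (SD, n = 3), with a log2 fold change of 5.92. RNA of B cells as the source is argued against: from FK506 to the combination the B cell markers fell (median log2 fold change -0.86), whereas 7 of the 16 genes rose, Il23r among them, and 3 fell. Ccr6, 1 of those 3, fell with the B cell markers. Other cells that express Il23r, and a change within the T cells, stay open and untested, since no list was written for such cells.

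Prss34 and Mcpt8 had counts only with FK506 alone. Prss34 had an FPKM of 4.85 ± 1.58 (SD, n = 3) there and was at least 89.3-fold higher than in Control and at least 91.3-fold lower with the combination. Mcpt8 had an FPKM of 2.91 ± 1.09 (SD, n = 3) and was at least 37.6-fold higher than in Control and at least 38.5-fold lower with the combination. Both had 0 counts in the other 3 groups. Both genes encode proteases of basophils. No list of basophil genes was written before these values were seen, so RNA of such cells was not tested, and neither was a biological explanation.

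Metformin changed genes differently with and without FK506. The interaction of metformin and FK506 was past the threshold for 7064 genes, 3415 positive and 3649 negative. Of 3123 genes changed by metformin in both settings, 1292 changed in opposite directions. All 20 glycolysis genes had a positive interaction (median 1.81 on the log2 scale): without FK506 metformin lowered 20 of 20, with a median log2 fold change of -1.53, and with FK506 it raised 18 and lowered 1, with a median of 0.28 (17 were raised without FK506 replicate 2 or 3 and without Metformin+FK506 replicate 2 or 3). Genes that FK506 had brought to the floor do not account for this, since 0.184% of the 7064 genes were at the floor in every FK506 sample, and the glycolysis genes kept FPKM values such as 257 for Ldha. The floor is a limit of counting, so this cannot tell whether genes that FK506 had already lowered could fall further. Of the 10 B cell markers, 8 had a negative and 1 a positive interaction (median -1.05). Part of the 7064 genes may therefore reflect RNA of other cells. Of 100 splits drawn from the 200 possible ones, 2 gave as many interaction genes, the real one included. The other kept the 4 groups whole and exchanged their places (7821 genes), and the largest of the splits that mixed groups gave 5383. An interaction of the 2 drugs stays a hypothesis, because these 7064 genes are the calls of the interaction test itself and are not separate evidence for it. FK506 alone lowered 19 of the 20 glycolysis genes, by a median of -2.69.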

How the results depend on the processing

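The majority direction of the changed genes reversed in several comparisons, as given below for each share of higher genes. The Foxp3 values that answer a claim of the paper kept their direction. Numbers of changed genes, list counts and distances have no sign of their own, so they could not reverse and were compared by size only. With a replicate left out all 135 values of these kinds stayed the same. For a number of genes this means a similar size, and for Foxp3 the same direction and call. Under the other alternatives 198 stayed the same, 10 were weaker, 1 was stronger and 5 ratios of distances moved. Requiring a change of at least 1 on the log2 scale lowered the number of changed genes to 5677 for the combination against Control, 1589 for metformin against Control, 5556 for FK506 against Control, 640 for the combination against FK506, 4897 for the combination against metformin and 1813 for the interaction, since this rule takes a subset of the same genes. Applied to the lists and to single genes, a use chosen after seeing the data, it left 9 of the 19 glycolysis genes lower than with metformin, and against FK506 0 Treg and 0 Th17 genes of Figure 1C in place of 3 and 1 (against metformin 4 and 4 in place of 6 and 6), so that Foxp3, with a log2 fold change of 0.29, was not past it. It left the 4 Th1, 10 Th17 and 6 Treg genes against Control unchanged. Among list tests, fry called 107 where camera called 69, and an estimated correlation called 54. The ratio of distances, 0.314, moved to 0.300 with a pseudocount of 0.1, 0.299 with a mean FPKM of at least 1, 0.326 after quantile normalization, 0.108 with 1 minus Pearson's r and 0.267 over the genes with the largest variance, and stayed under 1 in each. The cause was not tested.

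With each replicate left out in turn, the number of changed genes lay between 11990 and 12297 for the combination against Control, 7753 and 7884 for metformin against Control, 11901 and 11998 for FK506 against Control, 3672 and 4745 for the combination against FK506, 11427 and 11789 for the combination against metformin, and 6485 and 7093 for the interaction. List calls lay between 67 and 73, the log2 fold change of Foxp3 against FK506 between 0.25 and 0.32, and the ratio of distances between 0.313 and 0.324.

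The log2 fold changes of 3 named genes against metformin changed sign: after quantile normalization Tgfb3 reached -0.053 and Il22 -0.048, and without Metformin+FK506 replicate 2 Batf3 reached -0.084 (0.18 without Metformin+FK506 replicate 3). The adjusted p of Il22 ranged up to 0.695 over its alternatives. Tgfb3 passed the threshold under several alternatives, with a log2 fold change of up to 0.42 for a pseudocount of 0.1. Of the other results, 20 were weaker and 5 stronger under the alternatives, most of the weaker ones where a change of at least 1 was required, and 2 were weaker and 3 stronger with a replicate left out. Il17a against Control was among them, with a log2 fold change of 0.27 after quantile normalization (adjusted p = 0.128, its largest over the alternatives). The cause was not tested.

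The share of changed genes that were higher with the combination than with FK506 was 50.9%, and lay between 41.2% (pseudocount of 0.1) and 54.8% (quantile normalization). After quantile normalization it was 48.1% in place of 51.6% for the combination against metformin, 49.2% in place of 51.6% for the combination against Control and 47.7% in place of 51.1% for FK506 against Control, so that more genes were lower than higher. For metformin against Control it was 51.1%, and 49.3% without the filter and 49.9% with only the groups compared. The share for FK506 against Control became 61.5% with a pseudocount of 0.1 on FPKM values, a shift of over 10 points. On that scale the median of all genes was 0.23 higher on the log2 scale with FK506 than in Control, and 0.20 higher with the combination than in Control. With limma on log2(FPKM + 1), which was chosen after seeing the table's columns, these medians were 0.19 and 0.17 and the share 61.3%. Malt1 against metformin had a log2 fold change of -0.20 and reached -0.037 with that pseudocount, past the threshold no longer.

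Replicate numbers did not pair the samples: in 18 pairs of same-numbered samples, the deviations from the group means had correlations between -0.09 and 0.05, and 0 pairs exceeded 0.1. With the replicate block, the changed genes numbered 12308, 8312, 12198, 4326, 11749 and 6792 in the order of the comparisons above. Il22, Itgb8 and Il17a were not tested with a mean FPKM of at least 1, and the fit with only the groups compared cannot give an interaction. Depth limits the values of genes at the floor to lower bounds. Low genes such as Il22 and Il17a had wide standard errors (0.42 and 0.43 on the log2 scale). Whether depth or the spread between replicates widened them was not tested.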

Differences from the paper's values

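The paper's text gives no values for the RNA sequencing data that can be set beside the values here, and its statements were compared by direction. The paper describes expression as enhanced with the combination compared with metformin monotherapy, and here 6125 of the changed genes were higher and 5755 lower. TMM scaling and quantile normalization both hold the middle of the genes near no change, so the split under either cannot test a general rise. With a pseudocount of 0.1 on FPKM values, set before the data were examined, 7198 were higher and 4715 lower, whereas after quantile normalization, set at the same time, 5661 were higher and 6105 lower. With limma on log2(FPKM + 1), chosen after seeing the columns of the table, 7218 were higher and 4723 lower. The paper describes Th17 genes as decreased with the combination compared with metformin monotherapy. The Th17 genes of its Supplementary Figure 2C were not seen, and of the 10 of Figure 1C, Il22 was higher (log2 fold change 1.25) and Tgfb3 and Batf3 had log2 fold changes of 0.29 and 0.046, neither past the threshold. After quantile normalization Il22 reached -0.048 and Tgfb3 -0.053, neither past the threshold, and F2rl3 reached -0.44, past it. Without Metformin+FK506 replicate 2, Batf3 reached -0.084. The paper describes glycolysis genes as decreased in the same comparison, and here Pfkfb3 was higher (log2 fold change 1.04).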

Other observations

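The tests of GC content, gene length, T cell RNA diluted by RNA of other cells, B cell and myeloid RNA behind the Treg genes, Batf3, and the resting state against FK506 were chosen after the results they bear on had been seen.

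With FK506 alone, 4 of 4 Th1 genes and 10 of 10 Th17 genes were lower and 6 of 6 Treg genes higher than in Control. Only 1 of the 14 Th1 and Th17 genes, Batf3, was lower with the combination than with FK506, and 3 were higher. Those 3, Tbx21, Lgals7 and Il12rb2, were lowered further by FK506 alone (log2 fold changes against Control of -2.92, -3.99 and -4.21) than by the combination (-2.42, -3.28 and -3.85). The values of the genes not past the threshold between these groups are consistent with an effect of FK506 alone. For Batf3 this is argued against, because it fell by a further 0.83 (log2 fold change -0.83) when metformin was added to FK506, and metformin alone lowered it by a log2 fold change of -2.41. The B cell markers fell by a similar amount between FK506 and the combination (median -0.86), so less RNA of other cells was not excluded for this further fall. With metformin alone, 8 of the B cell markers were higher than in Control and 2 lower. By contrast with its introduction, in which the paper describes tacrolimus as reducing Treg cells, Foxp3 RNA was 2.72 higher on the log2 scale with FK506 than in Control. RNA levels in bulk cultures and proportions of cells are different measures.

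More Treg cells in the culture and a change of expression within the cells cannot be told apart for the rise of the Treg genes. Of 18 general Treg genes, which share 4 with Figure 1C, 8 were higher and 9 lower with the combination than in Control (camera, adjusted p = 0.775). The 9 that fell had a median FPKM of 175 in Control, against 2.47 for the 8 that rose, and so high a level hides a change in the share of Treg cells. Of 6 Treg genes that activated T cells also express, 0 were higher (0 also at an unadjusted p under 0.05) and 5 lower (adjusted p = 2.20e-12). A candidate explanation, set out before the data were examined, is that the cells stayed closer to a naive or resting state. It needs naive or resting genes to be higher, and 11 of 14 were (2 lower, adjusted p = 0.0188), and calcineurin-NFAT targets to be lower, and 12 of 18 were (6 higher, adjusted p = 7.87e-05). With an estimated correlation the 2 adjusted p were 0.0535 and 0.102. The same state does not account for the further rise of Foxp3, Ikzf2 and Nrp1 from FK506 to the combination, where 9 of 14 naive or resting genes were lower and 2 higher. RNA of B cells is also argued against for these Treg genes, since the B cell markers fell from FK506 to the combination (median log2 fold change -0.86) and 3 Treg genes rose and 0 fell (0 at an unadjusted p under 0.05). RNA of myeloid cells and the T cells' own expression cannot be told apart for the rise against Control, because 8 of the 10 myeloid markers were not past the threshold between FK506 and the combination and both rose together against Control.

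Dilution of T cell RNA by RNA of other cells does not account for the falls of Th1, Th17 and glycolysis genes with the combination. Over 12 genes expressed in T cells generally, the median log2 fold change against Control was -0.22, and Cd4 and Cd3e were higher by 0.59 and 0.48, against medians of -2.85, -2.41 and -2.35 for the Th1, Th17 and glycolysis lists. GC content and gene length were checked on the 20 genes of Figure 1C, all of which had a value for both. After the trend of the log2 fold change on GC content was removed, 20 of 20 kept their direction by more than 2 standard errors, and after that on gene length 20 of 20 did.

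Further lists were examined that the paper does not discuss. All 18 cell cycle genes were lower in each comparison with Control and with the combination than with FK506 alone (median log2 fold change -0.73, adjusted p = 3.63e-29). All 15 cholesterol synthesis genes were lower with the combination than in Control (median -1.18, adjusted p = 9.39e-08). Targets of ATF4 rose with metformin alone (11 of 16 higher and 2 lower), fell with FK506 alone (15 of 16 lower) and were higher with the combination than with FK506 (12 of 16 higher and 2 lower). All 13 respiratory chain genes of the mitochondrial genome rose with metformin alone (median 0.70, adjusted p = 4.09e-08), and 12 of 13 were higher with the combination than in Control. Of 23 nuclear complex I genes, 18 were lower with the combination than in Control and 0 higher (0 at an unadjusted p under 0.05), and with metformin alone the list was not past the threshold (adjusted p = 0.518). Among the AMPK, mTOR and STAT3 pathway genes tested, 5 of 8 were higher and 2 lower with the combination than in Control (adjusted p = 0.554); Stat3 fell by 0.73 and Prkaa1 rose by 0.34. Of 14 general Th1 genes, 8 were higher and 3 lower with the combination than with FK506 (adjusted p = 0.0389). With an estimated correlation the adjusted p was 0.0749 for the mitochondrial genome with metformin alone, 0.462 for complex I with the combination, 0.0550 for the ATF4 targets and 0.0561 for the cell cycle genes with metformin alone, and 0.0788 for these Th1 genes, none past the threshold. Of the 2 CD8 markers, 1 was higher and 1 lower with the combination than in Control.

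Genes of the proteins measured by flow cytometry and ELISA in other experiments of the paper also changed. Il17a RNA was higher with the combination than in Control, with a log2 fold change of 1.80 (adjusted p = 0.000984) from an FPKM of 0.235 ± 0.0662 (SD, n = 3) to 0.931 ± 0.388 (SD, n = 3), and Ifng fell by 1.38. Il2 fell by 2.17 and Pdcd1 rose by 0.50, both against Control. Igfbp4, 1 of the naive or resting genes, was singled out after its values were seen: its FPKM was 24.1 ± 1.23 (SD, n = 3) in Control, 28.6 ± 0.361 (SD, n = 3) with metformin, 5.23 ± 0.490 (SD, n = 3) with FK506 and 36.7 ± 4.29 (SD, n = 3) with the combination, an interaction of 2.65 on the log2 scale (adjusted p = 8.16e-12).

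Other splits of the samples were tried for each count of changed genes. In each of the 5 comparisons of 2 groups, 1 of the 10 splits of the 6 samples, the real one, gave as many genes with an adjusted p under 0.05, and the largest count of another split was 1. With 10 splits the share cannot be under 0.1. For the list tests, 4 of 60 drawn splits of the 12 samples gave 69 calls or more, the real one included, and the largest other count was 75. So many list calls are therefore not rare among splits of these samples, in which groups that differ widely are mixed, and the number of list calls by itself does not single out the 4 treatments.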
